# Genome-wide transcriptome analysis shows extensive alternative RNA splicing in the zoonotic parasite *Schistosoma japonicum*

**DOI:** 10.1186/1471-2164-15-715

**Published:** 2014-08-26

**Authors:** Xianyu Piao, Nan Hou, Pengfei Cai, Shuai Liu, Chuang Wu, Qijun Chen

## Abstract

**Background:**

*Schistosoma japonicum* is a pathogen of the phylum Platyhelminthes that causes zoonotic schistosomiasis in China and Southeast Asian countries where a lack of efficient measures has hampered disease control. The development of tools for diagnosis of acute and chronic infection and for novel antiparasite reagents relies on understanding the biological mechanisms that the parasite exploits.

**Results:**

In this study, the polyadenylated transcripts from the male and female *S. japonicum* were sequenced using a high-throughput RNA-seq technique. Bioinformatic and experimental analyses focused on post-transcriptional RNA processing, which revealed extensive alternative splicing events in the adult stage of the parasite. The numbers of protein-coding sequences identified in the transcriptomes of the female and male *S. japonicum* were 15,939 and 19,501 respectively, which is more than predicted from the annotated genome sequence. Further, we identified four types of post-transcriptional processing, or alternative splicing, in both female and male worms of *S. japonicum*: exon skipping, intron retention, and alternative donor and acceptor sites. Unlike mammalian organisms, in *S. japonicum*, the alternative donor and acceptor sites were more common than the other two types of post-transcriptional processing. In total, respectively 13,438 and 16,507 alternative splicing events were predicted in the transcriptomes of female and male *S. japonicum*.

**Conclusions:**

By using RNA-seq technology, we obtained the global transcriptomes of male and female *S. japonicum*. These results further provide a comprehensive view of the global transcriptome of *S. japonicum.* The findings of a substantial level of alternative splicing events dynamically occurring in *S. japonicum* parasitization of mammalian hosts suggest complicated transcriptional and post-transcriptional regulation mechanisms employed by the parasite. These data should not only significantly improve the re-annotation of the genome sequences but also should provide new information about the biology of the parasite.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-715) contains supplementary material, which is available to authorized users.

## Background

Human schistosomiasis, which is second only to malaria in terms of morbidity and mortality, is a chronic debilitating disease caused by infections of *Schistosoma* species that vary depending on the endemic region of the parasites [1]. Three principal *Schistosoma* species can infect humans and cause severe diseases: *Schistosoma japonicum*, *Schistosoma mansoni*, and *Schistosoma haematobium. S. japonicum* is the causative agent of zoonotic schistosomiasis, affecting millions of people in several East and Southeast Asian countries. Despite the availability of a highly effective chemotherapeutic drug (Praziquantel), the high re-infection rates in humans and animals plus the requirement of frequent administration of the agent still limits the overall success of chemotherapy and disease control efforts. Novel targets for drug and vaccine development remain to be defined for optimal treatment and disease prevention; however, the lack of knowledge about this parasite’s biology remains a hurdle. Schistosoma parasites can persist in a mammalian host for decades in the presence of the host immune system, and current knowledge about the mechanism of parasitization is still fragmented. What is known is that the successful host-evasion mechanisms of the parasite involve the inert tegument that covers the surface in most developmental stages, the recruitment of host components to the surface, and the expression of various antigens and immune-regulating factors [2–5].

Schistosoma parasites have a complicated developmental and biological cycle. They are among the few platyhelminth parasites to adopt a dioecious lifestyle and possess heteromorphic sex chromosomes. The genome of *S. japonicum* contains eight pairs of chromosomes comprising seven pairs of autosomes and one pair of sexual chromosomes, with an estimated 397 Mb containing primarily 13,469 protein-coding sequences [6, 7] that account for 4% of the genome. The decoding and availability of the genome sequences of the three most pathogenic parasites, *S. mansoni*, *S. japonicum*, and *S. haematobium*, has proved pivotal for the systematic dissection of the parasite biology [7–10].

Deep transcriptome sequencing (also called RNA-Seq) with next-generation sequencing technologies has provided unprecedented opportunities to investigate the genome-wide transcriptional property of many species [11–14]. This technique allows for the survey of the entire transcriptome in a very high-throughput and quantitative manner, making it possible to identify exons and introns, map their boundaries and the 5′ and 3′ ends of genes, and understand the complexity of genome organization and activity comprehensively. A majority of eukaryotic protein-coding genes contain intron sequences that must be removed by splicing after transcription from the DNA templates. However, some pre-mRNAs can be processed alternatively by the splicing out or retention of the transcript regions of exons or introns. This alternative splicing allows individual genes to produce two or more variant mRNA templates, which in many cases encode functionally distinct proteins. Alternative splicing is an integrated process in regulation of gene transcription and expression and results in structural and functional diversity of molecules [15]. Because of the powerful readout of RNA-seq, which can generate many sequence reads that span exon–exon junctions, RNA transcripts generated from different splicing events can be identified [12, 13, 16]. So far, five basic modes of alternative splicing are generally recognized: exon skipping (ES), mutually exclusive exons, alternative donor sites (ADS), alternative acceptor sites (AAS), and intron retention (IR) [17, 18]. ES, also called exon cassette, indicates that an exon is spliced out from the primary transcript and occurs most commonly in mammalian cells [19]. In the event of mutually exclusive exons, only one of the two exons is retained in mRNAs after splicing. An ADS results when an alternative 5′ splice junction (called the donor site) is used, leading to a change in the 3′ boundary of the upstream exon. An AAS arises when an alternative 3′ splice junction (acceptor site) is used, leading to a change in the 5′ boundary of the downstream exon (Figure 1). IR occurs when a sequence is spliced out as an intron or simply retained and is distinguished from ES because introns do not flank the retained sequence. The retained transcript of the intron region in most cases encodes amino acids in-frame with the neighboring exons [19]. Recent results have suggested that schistosomes create multiple protein variants by splicing micro-exon gene transcripts, which might be involved in immune evasion mechanisms [20]; however, the general feature of alternative splicing in the parasites remains understudied. Here, we investigated the alternative splicing of transcripts in both male and female *S. japonicum* after deep RNA sequencing. We found that the gene transcripts were diversely processed and that four types of RNA splicing were identifiable after transcription of the genome.

**Figure 1:**
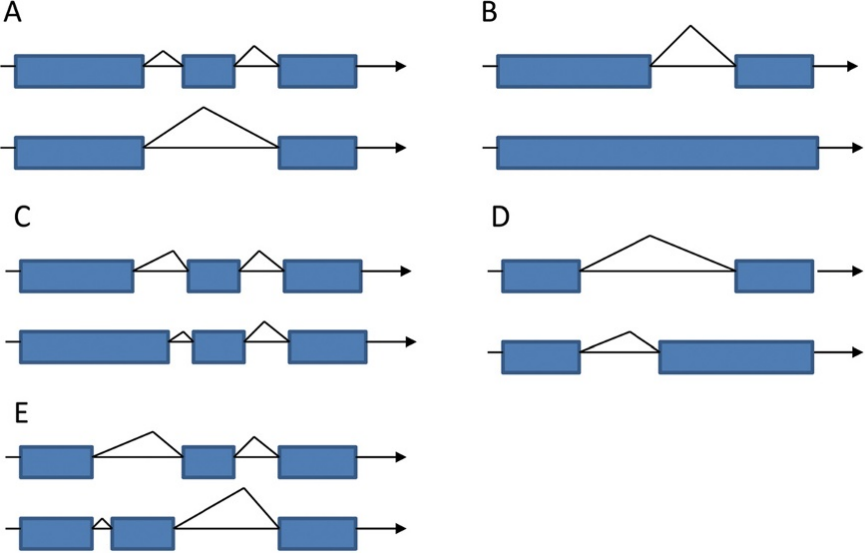
**Schematic illustration of alternative splicing. A)** Exon skipping. Gene A forms two different transcripts; the first transcript has a new exon compared to the second transcript, the new exon is an inclusive exon, and the other two exons are constitutive. **B)** Intron retention. Gene B forms two different transcripts; the second transcript is a new exon formed from retained intron and exons on both sides. **C)** Alternative donor site. Gene C forms two different transcripts; the difference is one exon of an alternative 5′ splice site of the second transcript extended. **D)** Alternative acceptor site. Gene D forms two different transcripts; the difference is one exon of the alternative 3′ splice site of the second transcript extended. **E)** Mutually exclusive exon. Gene E forms two different transcripts; the different exon is an inclusive exon, the same exon is a constitutive exon, and two transcripts have different inclusive exons.

## Methods

### Parasites and RNA purification

*Schistosoma japonicum*–infected *Oncomelania hupensis* were purchased from Jiangxi Institute of Parasitic Disease, Nanchang, China. Cercariae were freshly shed from the infected snails. One New Zealand white female rabbit was percutaneously infected with ~1,500 *S. japonicum* cercariae, as described previously [21]. Mature adult parasites were isolated at 6 weeks post-infection from the rabbit by flushing the blood vessels with phosphate-buffered saline, as described previously [5, 22–24]. Male and female parasites were manually separated with the aid of a light microscope. Total RNA from the parasites was purified with Trizol reagent (Invitrogen, CA, USA), and contaminating genomic DNA was removed using the RNase-Free DNase Set (Qiagen, Germany). RNA quantification and quality were examined with a Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA) and standard agarose gel electrophoresis. All RNA samples were stored at -80°C until use.

### Library preparation and sequencing

Polyadenylated RNA samples from adult male and female *S. japonicum* parasites were isolated from total RNA using oligo-(dT) conjugated magnetic beads (Dynabeads®, Invitrogen, CA, USA). The mRNA was interrupted into short fragments by adding the fragmentation buffer provided by the manufacturer (Illumina RNA-seq kit, part no. 1004898). With these short fragments as templates, random hexamer primers were used to synthesize the first-strand cDNA. The second-strand cDNA was synthesized using buffer, dNTPs, RNase H, and DNA polymerase I, respectively. Short fragments were purified following instructions accompanying the kit (QiaQuick PCR Purification Kit, Qiagen, Germany), and double-stranded cDNAs were end-repaired according to manufacturer-recommended protocols, followed by connection with Illumina adapters (Illumina RNA-seq kit, part no. 1004898). The fragments were first amplified by PCR. Purified cDNA fragments were pooled and indexed and loaded onto one lane of an Illumina GA IIX flow cell. A total of 75 pair-end sequencing cycles were carried out. Cluster formation, primer hybridization, and pair-end sequencing were performed according to the provided protocols [25].

### Sequence analysis

Low-quality reads (more than half of the bases had a quality value less than 5), reads in which unknown bases represented more than 10%, and adapter sequences were removed from the reads, and the clean reads were mapped onto the *S. japonicum* genome of SGST, ( http://lifecenter.sgst.cn/schistosoma/en/schdownload.do) by TopHat (version v2.0.4; default parameters were used) [26], then assembled with Cufflinks (version v2.0.2) [27] to construct unique transcript sequences using the parameter: -g –b –u –o (-g/–GTF-guide: use reference transcript annotation to guide assembly; –b/–frag-bias-correct: use bias correction-reference fasta required; –u/–multi-read-correct: use ‘rescue method’ for multi-reads; –o/–output-dir: write all output files to this directory). The Cufflinks assembler is freely available at http://cufflinks.cbcb.umd.edu/. Cuffcompare [27] was used to compare the assembled transcripts of each library to the referenced annotated genes and build a non-redundant transcript dataset among the libraries. Then, Cuffdiff was used to find significant changes in gene expression level [27]. We used FDR to correct P values and obtained Q values; for Q value ≤5%, we considered the genes to be differentially expressed (Additional file 1). Several Perl scripts were written to summarize the splicing forms in each library. The following algorithms were used to detect alternative splicing events. First, junction sites, which give information about boundaries and combinations of different exons in a transcript, were detected by TopHat (with all default parameters). Then, all junction sites of the same gene were used to distinguish the type of alternative splicing event [26] (Additional file 2: Figure S1 and Figure 1).

### Functional annotation and classification

Transcripts were first compared using the Kyoto Encyclopedia of Genes and Genomes database (KEGG, release 58) [16] with BLASTX [28] at E values ≤ 1e-10. A Perl script was used to retrieve KO (KEGG Ontology) information from the Blast result and establish pathway associations between UniGene and the database.

InterPro [29] domains were annotated by InterProScan [30] (Release 27.0), and functional assignments were mapped onto Gene Ontology (GO) [31]. WEGO [32] was employed to do GO classification and draw the GO tree. The significance analysis of functional pathways was performed using IDEG6 [33].

To identify pseudogenes in the *S. japonicum* genome, we used PseudoPipe [34]. The assembled transcripts that fell into or included the predicted position of pseudogenes were designated as pseudogenes. WEGO was used for the GO classification.

### Non-coding RNA annotation

Rfam [35] (Release 10.1) databases were used to annotate the non-coding transcripts. The assembled novel transcripts were compared to Rfam by Blast at E values ≤ 1e-10.

### Verification of alternative splicing transcripts by RT-PCR and sequencing

Genomic DNA of *S. japonicum* (adult male and female worms) was purified with the DNeasy Blood & Tissue Kit (Qiagen, Germany) according to the manufacturer’s instructions. Total RNA was prepared using TRIzol reagent (Invitrogen), as previously described [21], and contaminating genomic DNA was removed with the RNase-Free DNase Set (Ambion). PCR was conducted in triplicate, and each reaction involved 35 amplification cycles on an Applied Biosystems 9700 PCR system (Applied Biosystems, Foster City, CA, USA). The 20 μl reaction system contained 50 ng of total RNA (50 ng RNA was used for the first-strand synthesis step) or 80 ng DNA, 0.5 μM of each primer, and 10 μl of Premix Ex Taq (version 2.0, TaKaRa). The reaction conditions were as follows: 94°C for 3 min; 35 cycles of 94°C, 30 s; 55°C, 30 s; and 72°C, 90 s; and then 10 min at 72°C. An 8 μl aliquot of each PCR sample was then subjected to electrophoresis in a 1.5% agarose gel. The RT-PCR primer sequences are listed in Additional file 3: Table S1.

## Results and discussion

### Identification of a large number of novel transcripts from un-annotated genome loci following deep sequencing of the *S. japonicum*transcriptome

In this study, we determined the transcriptomes of male and female adult worms of *S japonicum* by high-throughput RNA-seq with poly-A–purified RNA samples. 

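Adult worms were isolated 6 weeks after infection of a rabbit (day 42 in the sample labels), the sexes were separated, and 1 library of poly-A RNA was made and sequenced for the females and 1 for the males. The values given here come from the deposited table of 20188 loci that the authors built from both libraries. For each locus the table gives its position on a genome scaffold, the transcripts assembled in each sex, the splicing labels of each transcript against the reference annotation, an FPKM value per sex, a best BLASTX match to KEGG and the authors' Cuffdiff comparison of the sexes. According to the paper's methods and the submitters' processing notes, the reads were mapped with TopHat2 2.0.4 and assembled with Cufflinks 2.0.2. A locus was counted as predicted in a sex when at least 1 transcript was listed for it there. The ratio between the sexes was computed as log2((male FPKM + 1)/(female FPKM + 1)), and the added 1 makes it understate the difference at loci of low FPKM. Without the added 1, the median log2 ratio was 0.33 over the loci with an FPKM of at least 1 in both sexes. The ratios of gene groups, which keep the added 1, are also given relative to this median. It fell with expression, from 0.76 in the lowest of 5 equal groups by mean FPKM to 0.07 in the highest. Values relative to it can therefore make lists of highly expressed genes look more female and lists of genes of low expression more male. This median also covers loci outside the annotation, which no list holds, and was 0.22 over the known loci alone. With 1 library per sex there is no replicate check of any difference between the sexes, and calls of differential expression are those of the authors' deposited table. Intervals of shares are exact binomial (Clopper-Pearson) 95% intervals, which cover counting error only. The paper reports 8112913 paired reads from the female and 8260474 from the male, while the table holds FPKM values and no read counts. At loci with a single transcript, 85.7% (84.1 to 87.1) of the female values under 30 steps and 84.6% (82.9 to 86.3) of such male values lay within 0.1 of a whole multiple of a step that depends on length. The step, taken as 1 fragment, was 0.357 FPKM at 1000 bp in the female, 1.79 times the male value, so a given FPKM rested on fewer fragments in the female library. The step also carries any scaling by Cuffdiff and is therefore no measure of the reads sequenced.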

A total of 8,112,913 and 8,260,474 paired reads were obtained, with a total length of 1,216,936,950 and 1,239,071,100 bp from female and male worms, respectively (Table 1, Additional file 4). The number of predicted genes of female and male worms of *S. japonicum* was 15,939 and 19,501, respectively, which was more than that predicted based on the genome sequence [6, 7]. 

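Most of the loci predicted in a single sex came from the male library. A voltage-gated potassium channel of the KCNQ type (XLOC_005288) had 2 transcripts in the male and none in the female, at 90.7 FPKM in the male and 8.87 FPKM in the female. A biogenic amine (5HT) receptor (XLOC_012351), which binds serotonin, had a transcript in the male alone, at 14.7 FPKM, and was listed at 0 in the female. Loci with a transcript in the female alone included tyrosinase precursors (XLOC_014626 at 1346 FPKM and XLOC_019495 at 1198 FPKM), copper enzymes that cross-link the eggshell, and a locus of the female-specific protein fs800 (XLOC_017496 at 1666 FPKM), all listed at 0 in the male. Several loci of the table carry each of these annotations, so reads shared between copies make the value of a single copy uncertain. In all, 14923 loci had a transcript in the female library and 18504 in the male library. Of these, 13239 had a transcript in both sexes, 1684 in the female alone and 5265 in the male alone. Loci without a transcript often had an FPKM value all the same: 3605 of the loci with a male transcript alone had a female FPKM of at least 1, and 1024 of those with a female transcript alone had a male FPKM of at least 1. The median FPKM in the sex without a transcript was 2.18 in the female and 2.23 in the male.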

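Counted by assembled transcripts, the sexes differed little at known loci and more at loci outside the reference annotation. Transcripts were assembled at 10111 known loci in the female and 10602 in the male, and 9811 of these had a transcript in both sexes. Outside the annotation, 4812 loci had a transcript in the female and 7902 in the male, and 3428 had one in both. Transcripts in a single sex were found at 300 known loci in the female and 791 in the male, against 1384 and 4474 loci outside the annotation. Loci outside the annotation thus made up 32.2% (31.5 to 33.0) of the predicted loci in the female and 42.7% (42.0 to 43.4) in the male. This difference nearly closed when loci were counted by FPKM. With any FPKM above 0, loci outside the annotation were 8728 in the female and 8973 in the male, 45.6% and 45.5% of the loci. With an FPKM of at least 1 they were 8145 and 8800, or 45.3% and 46.2%. The merged table holds 9286 loci outside the annotation among 20188, and only 1032 loci were listed at 0 in the female and 451 in the male. The shares with any FPKM above 0 could therefore differ little, and they do not show that the sexes express these loci alike. The predicted loci outside the annotation had a median of 24.3 FPKM in the female and 14.8 FPKM in the male, below the medians of the predicted known loci, 35.8 and 39.6 FPKM.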

Of the 15,939 genes predicted in the female parasite, a total of 10,087 were known and 5,852 were novel, while of the 19,501 predicted genes in the male parasite, a total of 10,469 were known and 9,032 were novel. The number of predicted transcripts in the two libraries of female and male parasites was 21,009 and 25,706, respectively, with 14,301 known and 6,708 novel transcripts in females and 18,931 known and 6,775 novel transcripts in males. 

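The table lists 21009 transcripts in the female and 25706 in the male. When each transcript was assigned by its locus, 15710 female and 17192 male transcripts lay at known loci, and 5299 female and 8514 male transcripts lay at loci outside the annotation. The paper divides the same totals differently, with 14301 known transcripts in the female and 18931 in the male. Its remaining transcripts are nearly equal in number, 6708 and 6775, and the reason for the difference was not tested. Known loci had 1.55 transcripts on average in the female and 1.62 in the male, while only 390 loci outside the annotation in the female and 490 in the male had more than 1. Of the transcripts at known loci, 6515 in the female and 6473 in the male had the exon structure of the reference transcript.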

The finding of so many novel transcripts should assist with the upgrade or reassembling of the genome sequence of *S. japonicum* [2]. However, the novel transcripts may also be generated by alternative post-transcriptional RNA processing or alternative splicing [36]. Indeed, we found 3,905 multi-transcription loci in female and 4,677 in male parasites, with about 1.32 transcripts per locus in both sexes (Table 1). Thus, the general transcription activity of both sexes was diverse but in a similar manner, confirming earlier studies [21, 36, 37]. However, the sequence data generated from this study was much more than that of earlier studies [37]. This was likely due to the approach applied in this study which is technically advanced than the digital gene expression technique. 

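Genes for an ion channel, a collagen and a protein kinase were among the loci with the most transcripts, which were picked out after their values were seen. A voltage-gated cation channel (XLOC_001463, scaffold CCON0000096821.1 from 119653 to 270507) had 8 transcripts in the female and 4 in the male, at 105 and 94.9 FPKM. A type V collagen gene, Col5a2 (XLOC_000114, scaffold CCON0000096786.1 from 961453 to 1007231), had 6 in the female and 7 in the male, at 108 and 285 FPKM. A serine/threonine protein kinase (XLOC_009992) had 3 transcripts in the female and 7 in the male, and a RUN and FYVE domain protein (XLOC_009085) had 7 in the female and 3 in the male. Loci with at least 2 transcripts numbered 4532 in the female, 30.4% (29.6 to 31.1) of its predicted loci, and 5304 in the male, 28.7% (28.0 to 29.3). Known loci made up 4142 of these in the female and 4814 in the male. Over all predicted loci there were 1.41 transcripts per locus in the female and 1.39 in the male.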

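Coatomer alpha subunit loci, which encode a coat protein of transport vesicles, had close values in the sexes, at 101 FPKM in the female and 92.1 FPKM in the male (XLOC_011405) and at 88.3 and 73.1 FPKM (XLOC_019068). Across the 17331 loci with an FPKM of at least 1 in both sexes, Pearson's r between the log2 FPKM values of the sexes was 0.878 and Spearman's rho was 0.852. For the 9638 known loci among them, r was 0.853 and rho was 0.852. These correlations run across loci, which are not independent replicates. The sexes were within 2-fold of each other at 61.2% of the loci. Among the others, 5131 loci were higher in the male and 1597 in the female, 76.3% male, and after the ratios were centred on their median these were 3812 and 2499 loci, 60.4% male. Without the added 1, the median log2 ratio was 0.22 at known loci and 0.50 at loci outside the annotation. From the numbers of multi-transcription loci and about equal numbers of transcripts per locus in both sexes, the paper concludes that transcription in the sexes was diverse in a similar manner.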

All sequence data have been deposited in the database ( http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?) with an accession number of GSE58564.

The sequence reads can be classified into four types: exons, introns, intergenic, and spliced. The proportions of transcripts in female parasites from exons, introns, and intergenic loci were 56%, 7%, and 24%, respectively, and 13% of the transcripts were generated by alternative splicing (Figure 2). Similarly, in male parasites, the percentages of transcripts from exons, introns, and intergenic loci were 57%, 7%, and 22% respectively; 14% of the transcripts were generated by alternative splicing (Figure 2).

**Table 1:** **Summary data of the transcriptome analysis**

	Sj-F	Sj-M
Number of paired reads	8,112,913	8,260,474
Total length (bp)	1,216,936,950	1,239,071,100
Predicted genes (loci)	15,939	19,501
Known	10,087	10,469
Novel	5,852	9,032
Predicted transcripts	21,009	25,706
Known	14,301	18,931
Novel	6,708	6,775
Multi-transcript loci	3,905	4,677
Transcripts per locus	~1.32	~1.32

Summary statistics of the reads and the reads’ total length from the two libraries female (Sjc-F) or male (Sjc-M) parasite were listed.

**Figure 2:**
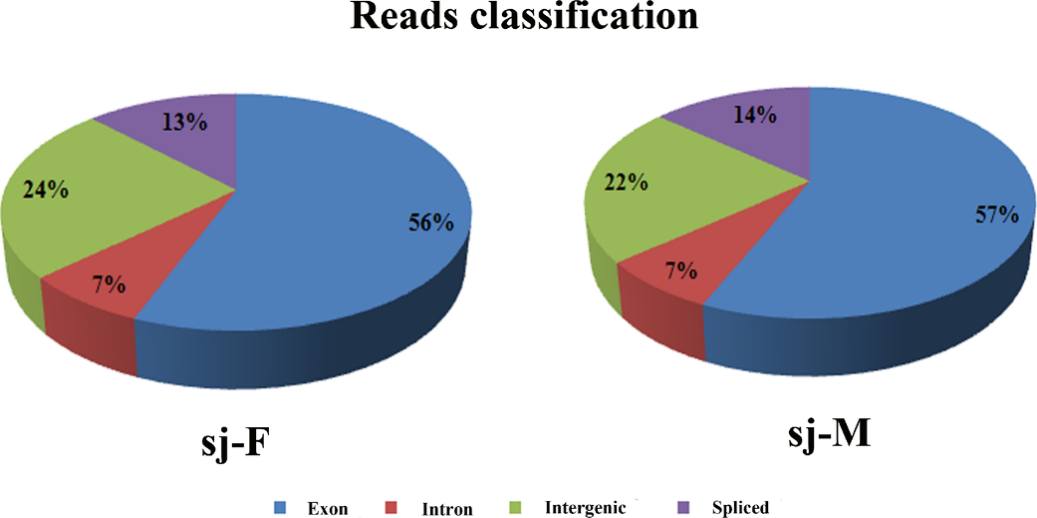
**Proportions of sequence reads (transcripts) generated from different genetic regions in the genomes of female and male** ***S. japonicum*** **.** More than 50% of the transcripts were generated from exons while transcripts from intron, intergenic regions, and splicing events were around 7%, 22%, and 13%, respectively.

### Alternative splicing in *S. japonicum*

Four types of alternative splicing in both female and male worms of *S. japonicum* (Table 2 and Additional file 5) were identified, including ES, IR, ADS, and AAS. 

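Alternative acceptor sites (AAS) made up 23.0% (22.3 to 23.8) of the female events and 23.0% (22.4 to 23.7) of the male events, with 3096 and 3800 events. Alternative donor sites (ADS) followed with 2933 female events, 21.8% (21.1 to 22.5), and 3578 male events, 21.7% (21.0 to 22.3). Intron retention (IR) gave 2814 female events, 20.9% (20.3 to 21.6), and 3270 male events, 19.8% (19.2 to 20.4). Exon skipping (ES) gave 2594 female events, 19.3% (18.6 to 20.0), and 3296 male events, 20.0% (19.4 to 20.6). In the female the intervals of AAS and ADS overlap, as do those of ADS and IR, and in the male those of IR and ES overlap. The fifth class of the table, exons absent from the reference transcript, gave 14.9% (14.3 to 15.5) of the female and 15.5% (15.0 to 16.1) of the male events. Counted as loci with at least 1 event, ES came behind AAS, ADS and IR in both sexes, although in the male it had slightly more events than IR. Its 2594 female labels lay on 1702 transcripts and its 3296 male labels on 2169. In the female, AAS occurred at 2346 loci, ADS at 2240, IR at 2154 and ES at 1397, and in the male at 2845, 2673, 2386 and 1746 loci.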

Of the alternative splicing events, AAS and ADS were more common than the other two types, suggesting that the gene regulation mechanism of the *Schistosoma* parasite is diverged from that of the mammalian taxa, in which ES has been more commonly observed [19]. In female *S. japonicum*, a total of 13,438 alternative splicing events were bioinformatically predicted while in male worms, a total of 16,507 were predicted (Table 2). 

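The loci with the most events over both sexes encode a mitochondrial carrier and translation factors, among others, and were picked out after their values were seen. Sideroflexin 123 (XLOC_008834, scaffold CCON0000097439.1 from 83312 to 146886), a mitochondrial transporter, had 43 events over 3 female transcripts and 64 over 3 male transcripts, at 251 and 261 FPKM. A subunit of translation initiation factor 3, eif3s10 (XLOC_004697), had 33 female and 32 male events, and the beta subunit of initiation factor eIF-2B (XLOC_003539) had 21 and 15. An EGF-like domain protein (XLOC_008628) had 15 events at 29.3 FPKM in the female and 24 events at 188 FPKM in the male. Events were found at 5574 loci in the female, 55.1% (54.2 to 56.1) of its predicted known loci, and at 6442 loci in the male, 60.8% (59.8 to 61.7). The labels set each transcript against the reference, so a locus with a single assembled transcript could count as spliced. Known loci with at least 2 transcripts were fewer, 4142 in the female and 4814 in the male. An event therefore does not by itself show several forms of a transcript within a sex. A spliced locus carried 2.41 events on average in the female and 2.56 in the male. From the ranking of the classes, the paper proposes that gene regulation in this parasite has diverged from that of mammals, where exon skipping is more common.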

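By the labels against the reference, alternative splicing was found at 4934 loci in both sexes, at 640 loci in the female alone and at 1508 loci in the male alone. Shared loci thus made up 69.7% (68.6 to 70.7) of the 7082 loci with an event in either sex. Retained introns were the most often shared, with 60.3% of the IR loci found in both sexes, followed by ES with 57.8%, new exons with 53.6%, ADS with 53.1% and AAS with 49.6%. Few of the unshared loci lacked a transcript in the other sex, which held for 59 of those spliced in the female alone and 263 of those spliced in the male alone. The sexes differed most at loci of low expression. When the known loci were divided into 5 equal groups by mean FPKM, events were found at 7.93% (6.83 to 9.15) of the lowest group in the female and 27.6% (25.7 to 29.5) in the male. In the next group the shares were 48.2% and 61.5%, and in the middle group they were 65.9% and 69.6%. In the highest group they were 63.3% (61.2 to 65.3) and 65.4% (63.3 to 67.4).

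**Figure D1:**
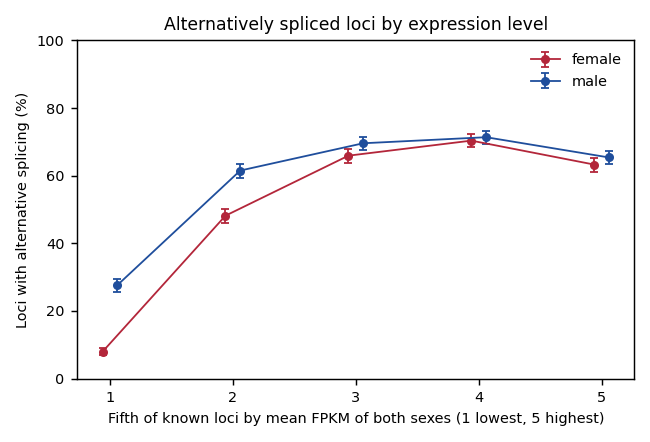
Percent of known loci with at least 1 alternative splicing event in the female and the male library, in 5 equal groups of the known loci by mean FPKM, with 95% Clopper-Pearson intervals that cover counting error only. The male share exceeds the female share by 19.7 percentage points in the lowest group and by 2.11 points in the highest.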

The percentage of different alternative splicing events was similar between the two sexes (Table 2); however, the genes undergoing alternative splicing were not necessarily the same between them (Additional file 5).

**Table 2:** **Statistics for alternative splicing events**

Alternative splicing class	Sj-F vs reference*		Sj-M vs reference*		Sj-F vs Sj-M
		Percentage (%)		Percentage (%)	
# of loci with alternative splicing	5,574		6,442		6,453
Total alternative splicing events	13,438	100.0	16,507	100.0	18,734
Alternative donor site	2,933	21.8	3,578	21.7	4,252
Alternative acceptor site	3,096	23.0	3,800	23.0	5,135
Intron retained	2,814	20.9	3,270	19.8	3,960
Exon skip	2,594	19.3	3,296	20.0	3,961
Exon new	2,001	14.9	2,563	15.5	1,426
5′ Extend	5,263	39.2	6,221	37.7	4,872
3′ Extend	4,322	32.2	4,966	30.1	4,085

Sj-F and Sj-M are the detected alternative splicing events of the female (Sjc-F) or male (Sjc-M) parasite.

Reference* is the reference annotated genes of the two libraries for the female (Sjc-F) or male (Sjc-M) parasite.

To confirm experimentally the prediction of the alternative splicing events in the bioinformatic analysis, eight transcripts in which alternatively spliced fragments were more than 100 bp were chosen randomly. Transcripts generated by ES skipping of five genes and transcripts generated by IR of three genes were validated by PCR and RT-PCR. 

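In the deposited table the locus of Fig. 3A, annotated as cle7 (XLOC_002882, scaffold CCON0000096888.1 from 101401 to 106345), carried 4 ES labels in 1 of its 3 male transcripts and none in its 3 female transcripts, at 142 FPKM in the female and 161 FPKM in the male. The locus of Fig. 3D, annotated as P30 DBC protein (XLOC_001802, scaffold CCON0000096838.1 from 40457 to 44046), had 2 ES labels in each sex, at 709 FPKM in the female and 588 FPKM in the male. A protein with leucine-rich repeats (XLOC_002684, Fig. 3E, scaffold CCON0000096874.1 from 11 to 9524) had 1 ES label in each sex, at 79.2 and 70.0 FPKM. The locus of Fig. 3C (XLOC_001270, scaffold CCON0000096815.1 from 401386 to 441237), annotated as polybromo-1, a chromatin remodelling protein, had 1 ES label in the male and none in the female, where its single transcript had the reference structure. It had the lowest expression of the 5 loci, with 9.67 FPKM in the female and 17.4 FPKM in the male. The locus of Fig. 3B (XLOC_000305, scaffold CCON0000096790.1 from 276584 to 283682) lies outside the annotation and had 2 transcripts in each sex, at 88.1 and 66.0 FPKM. The table gives splicing labels against reference transcripts and therefore none for this locus. The authors' deposited table calls none of the 5 loci different between the sexes.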

The five genes with ES activity included one that encodes the protein C14orf166 homolog; a novel gene; *S. japonicum* Zinc finger CCCH domain-containing protein 5; *S. japonicum* cell division cycle and apoptosis regulator protein 1; and *S. japonicum* protein phosphatase 1 regulatory subunit SDS22. 

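Beta-amyloid binding protein (XLOC_003734, Fig. 4A, scaffold CCON0000096932.1 from 379138 to 384804) had 1 transcript with a retained intron in each sex, at 89.1 FPKM in the female and 64.1 FPKM in the male. The locus of Fig. 4C, annotated as cement precursor protein 3B variant 3 (XLOC_001894, scaffold CCON0000096842.1 from 401112 to 418239), also had 1 IR label in each sex and was the most expressed of the 3, at 3114 and 5082 FPKM. The locus with a PDZ domain, a protein interaction module (XLOC_004037, Fig. 4B, scaffold CCON0000096950.1 from 195277 to 198381), had 1 IR label in the male and none in the female, at 7.23 FPKM in the female and 9.70 FPKM in the male. None of the 3 loci is called different between the sexes in the authors' deposited table.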

The three genes with IR were respectively beta-amyloid binding protein (Sjc_0025470), *S. japonicum* IPR001478 PDZ/DHR/GLGF domain-containing protein, and deoxyribodipyrimidine photolyase. The amplicons of all RT-PCR reactions were cloned and sequenced and were correlated with the predicated alternative splicing events (Figures 3 and 4), suggesting that the bioinformatic prediction based on the primary sequencing data was reliable.

**Figure 3:**
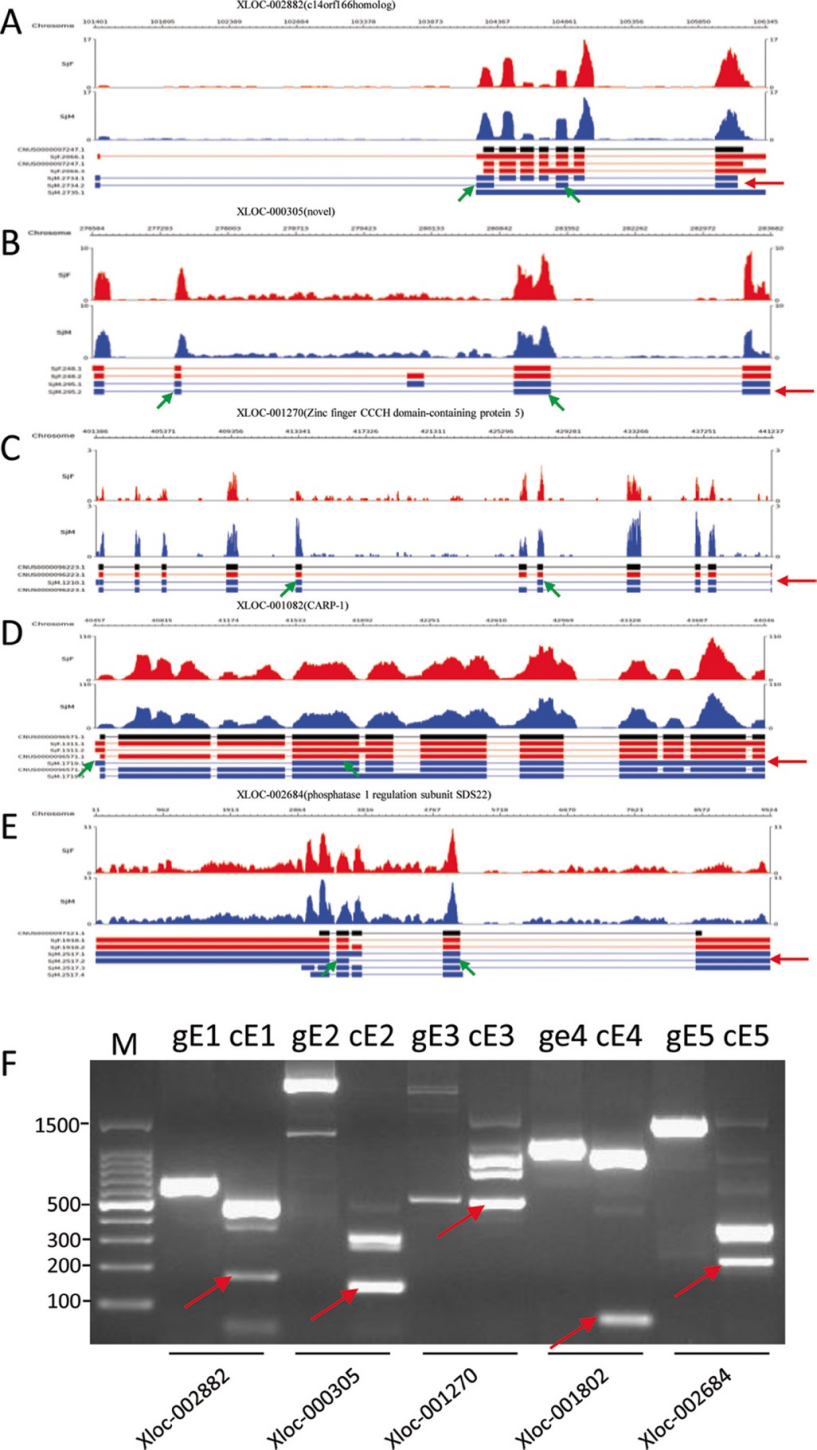
**Sequence mapping and verification of 5 genes with exon skipping events detected by RNA-seq by PCR and RT-PCR.** The expression profiles of the same gene in female (red) and male (blue) parasites were placed under the line representing the chromosome position. The black lines represent original annotated gene structures (thick lines indicate exonic regions, and thin lines indicate intronic regions), while the active transcripts in red and blue identified from the same genes in female and male parasites are underneath. The five genes and transcripts **(A, B, C, D, E)** with exon skipping events were confirmed by PCR and RT-PCR **(F)**. gE indicates PCR products amplified from genomic DNA, and cE indicates PCR products amplified from cDNA. Red arrows indicate transcripts generated by exon skipping, and green arrows indicate primer locations.

**Figure 4:**
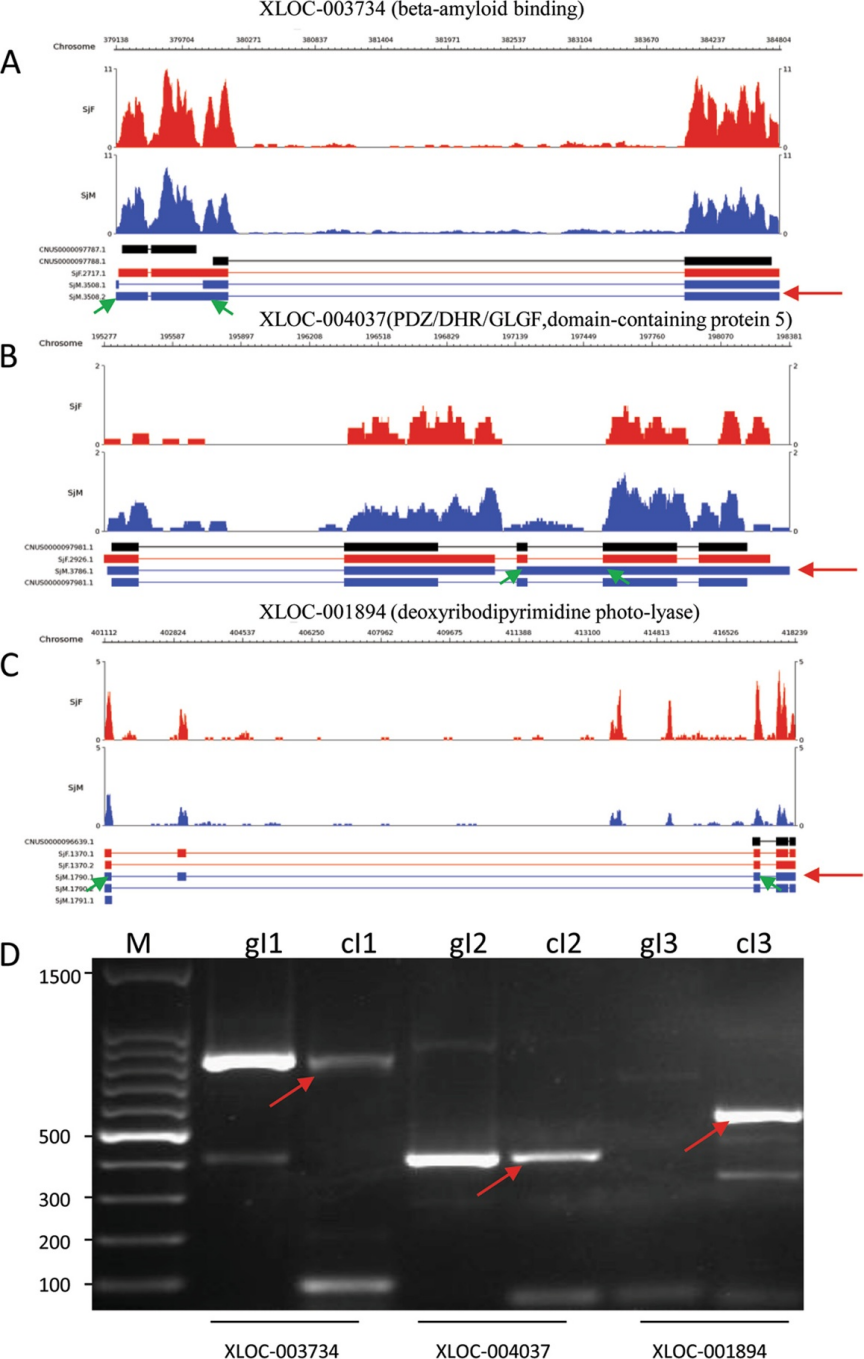
**Sequence mapping and verification of three genes with intron retention events detected by RNA-seq by PCR and RT-PCR.** The three genes and transcripts **(A, B, C)** with intron retention events were confirmed by PCR and RT-PCR **(D)**. gI indicates PCR products amplified from genomic DNA, and cI indicates PCR products amplified from cDNA. Red arrows indicate transcripts generated by intron retention, and green arrows indicate primer locations.

### Functional category of alternatively spliced genes in *S. japonicum*

After mapping of the RNA-Seq reads to the *S. japonicum* reference genome, transcripts were assembled and their relative abundances were calculated. 

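Among the loci called in the authors' deposited table with an annotation other than hypothetical protein alone, an FPKM of at least 10 in a sex and above 0 in the other, those with the largest differences in favour of the female were a superoxide dismutase precursor (XLOC_006400), an antioxidant enzyme, at 12576 FPKM in the female and 2.41 FPKM in the male (log2 ratio -11.85), and an eggshell protein (XLOC_015665), at 22204 and 8.40 FPKM (-11.21). Next came a replication A protein (XLOC_020158), which binds single-stranded DNA, at 2582 and 0.881 FPKM, and Tetraspanin-1 (XLOC_014136), a membrane protein, at 2058 and 0.501 FPKM, both with a log2 ratio of -10.42. The other 6 of the 10 largest by this ranking were loci of the female-specific protein fs800 and a tyrosinase. The order depends on the added 1. By the authors' log2 fold changes, the eggshell protein (-11.37) came after Tetraspanin-1 (-12.00), an fs800 locus (XLOC_010624, -11.72) and the replication A protein (-11.52). By the same ranking in favour of the male, an acid phosphatase-related locus (XLOC_011261) had 95845 FPKM against 183 FPKM in the female (9.02), and a polybromo-1 locus (XLOC_001285) had 35501 against 684 FPKM (5.70). A type V P-type ATPase (XLOC_007794) had 80.2 against 2.19 FPKM (4.67), and a short chain dehydrogenase (XLOC_011771) had 588 against 28.8 FPKM (4.30). The adaptor pinch (XLOC_015753), which links integrins to the cytoskeleton, had 39.3 against 1.17 FPKM (4.21), and choline dehydrogenase (XLOC_011275) had 773 against 48.3 FPKM (3.97). An annexin (XLOC_011670), 2 ankyrin loci (XLOC_018143 and XLOC_016327) and 1 locus without a descriptive name (XLOC_015977) complete the 10 largest, with log2 ratios of 3.96 to 4.18. The added 1 keeps out a called cadherin (XLOC_016753), at 13.3 FPKM in the male and 0.247 FPKM in the female (3.52). Its log2 fold change by the authors, 5.75, exceeds the 5.70 of the polybromo-1 locus. The authors' deposited table calls 2089 loci different at Q of at most 0.05, of which 1386 were higher in the male and 703 in the female. Known loci made up 993 of its male calls and 375 of its female calls, and loci outside the annotation 393 and 328 of these calls in the authors' deposited table.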

Cuffdiff was used to find significant changes in gene level expression in the two libraries [27]. 

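Among the 58 spliced loci with the GO category biological adhesion, 27 are called in the authors' deposited table, 46.6% (33.3 to 60.1), and all 27 were male higher. Most of them encode cadherins, which join neighbouring cells, such as XLOC_006712 at 6.48 FPKM in the female and 28.0 FPKM in the male, and cadherin loci may share reads. A spliced cadherin outside this category (XLOC_008484) is called higher in the female in the authors' deposited table, at 161 against 0.418 FPKM. The loci named from this category were picked out after their values were seen. Others encode dock (XLOC_013089, 8.64 and 79.3 FPKM), the matrix proteins collagen alpha-1(V) (XLOC_012262, 23.6 and 149 FPKM) and laminin (XLOC_001223, 17.1 and 67.1 FPKM), integrin alpha-ps (XLOC_009461, 39.2 and 106 FPKM) and gynecophoral canal protein (XLOC_007629, 103 and 320 FPKM), a surface protein of the groove in which the male holds the female. In the category structural molecule activity, 32 of 128 spliced loci are called in the authors' deposited table, 14 higher in the male and 18 in the female. Constituents of the ribosome were 19 of these calls of the authors' deposited table, 18 of them higher in the female. In the category extracellular region, 6 of 21 spliced loci are called in the authors' deposited table, 4 higher in the male and 2 in the female. Over all loci, the authors' deposited table calls 1049 spliced loci, 760 higher in the male and 289 in the female. That is 14.8% (14.0 to 15.7) of the spliced loci, against 8.35% (7.49 to 9.27) of the known loci without an event, by the calls of the authors' deposited table. Known loci of the lowest expression had the fewest events, and these shares were not matched on expression. They therefore do not show that spliced loci differ more between the sexes.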

Genes subject to alternative splicing and showing significant differences in expression in the two libraries are listed in Table 3 and Additional file 6: Figure S2. 

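In KEGG, genetic information processing holds replication, transcription, translation and protein folding, and environmental information processing holds signalling and membrane transport. Of 1372 genetic information processing loci, the authors' deposited table calls 67 higher in the female and 32 in the male. Their median log2 ratio was -0.20 (-0.24 to -0.17), and -0.53 relative to the median of all loci. In this category a sina ubiquitin ligase (XLOC_017875), which KEGG also places in signalling, had 1848 FPKM in the female and 4.71 FPKM in the male. Of 315 environmental information processing loci, the authors' deposited table calls 45 higher in the male and 7 in the female. Their median was 0.47 (0.32 to 0.65), and 0.14 relative to the median of all loci, or 0.74 over the loci of this category alone. As a description of these libraries, each median was set against those of 10000 random lists of the same size and expression. The median of genetic information processing lay below all of them and that of environmental information processing above all of them. A list of 79 loci in Additional file 7, which the study chose on these samples and which is therefore not independent evidence of its direction, holds 69 of the first category and 11 of the second, with 1 locus in both. In the authors' deposited table, 43 of the 69 were higher in the female, and 10 of the 11 were higher in the male.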

Genes related to the function of genetic information processing were found to be more biased to the female parasite while genes related to the environmental information processing were more active in the male parasites (Additional file 7). These data reflect the biology of the two sexes of the parasite. 

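Eggshell genes separated the sexes most, although the words that formed their list include female-specific. Loci such as those of fs800 entered by a name that states the direction. Their lean to the female is therefore no independent result, and it bears on the calls and the median of this list. Of 17 eggshell and vitelline loci, the authors' deposited table calls 13 higher in the female and none in the male. Their median log2 ratio was -8.74 (-10.08 to -4.73), and -9.06 relative to the median of all loci. Loci of the female-specific protein fs800 had 4268 FPKM in the female and 2.94 FPKM in the male (XLOC_003656), 1063 and 0.648 FPKM (XLOC_010699) and 1114 and 2.01 FPKM (XLOC_017497), and a tyrosinase precursor had 787 and 0.675 FPKM (XLOC_013052). Ribosomal proteins lay on the female side at 72 of 73 loci relative to the median of all loci. The authors' deposited table calls 17 of them higher in the female and none in the male, and their median was -1.20 (-1.25 to -1.14), and -1.52 relative to all loci. Among them, 40S protein S28 (XLOC_007558) had 187704 FPKM in the female and 59676 FPKM in the male, and 60S protein P1 (XLOC_000093) had 4882 and 1617 FPKM. The authors' deposited table calls 3 of 34 DNA replication loci higher in the female and none in the male, with a median of -0.94 (-1.25 to -0.39), and -1.26 relative to all loci. Subunit B of DNA polymerase epsilon (XLOC_014194), which copies the leading strand, had 21.3 FPKM in the female and 3.89 FPKM in the male. For the 63 cell cycle loci, the authors' deposited table calls 6 higher in the female and 1 in the male, and the median was -0.54 (-0.90 to -0.24), and -0.86 relative to all loci. The activators of the anaphase-promoting complex cdc20 (XLOC_008420, 78.6 and 18.6 FPKM) and cdc20-related fizzy (XLOC_019378, 91.5 and 0.764 FPKM) were among the 6. Of 19 histone loci, the authors' deposited table calls 4 higher in the female and none in the male, and the median was -0.73 (-2.99 to 0.06), and -1.05 relative to all loci. These 4 calls of the authors' deposited table include histone H3 (XLOC_018390, 2023 and 10.4 FPKM) and histone H4 (XLOC_002347, 37.9 and 1.35 FPKM), and histone copies may share reads. The medians of the eggshell, ribosomal, DNA replication and cell cycle lists lay below those of all random lists, and that of the histones above 0.02% of them. The 6 meiosis and germ line loci, none of them called in the authors' deposited table, had a median of 0.05 that turned to -0.28 relative to all loci and to -0.23 over members with an FPKM of at least 1 in both sexes.

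**Figure D2:**
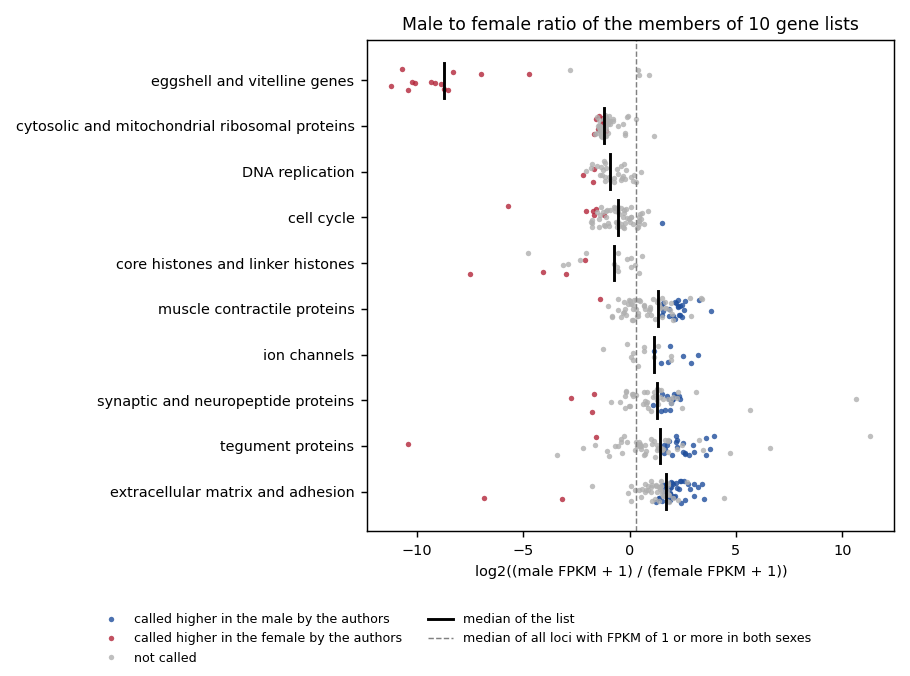
Log2 ratio of male to female (FPKM + 1) for every locus of 10 gene lists, with loci coloured by the calls of the authors' deposited table and a bar at the median of each list. The eggshell loci reach furthest to the female side. The dashed line marks 0.33, the median without the added 1 over loci with an FPKM of at least 1 in both sexes.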

The female parasites, which are kept in the cavity of the male parasites, are more active in the reproduction process while the male parasites are principally responsible in the host–parasite interaction.

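Matrix, muscle, tegument, synaptic and ion channel genes leaned to the male. Of 85 extracellular matrix and adhesion loci, the authors' deposited table calls 40 higher in the male and 2 in the female, and the median log2 ratio was 1.72 (1.48 to 1.85), and 1.39 relative to the median of all loci. A collagen alpha-1(V) locus (XLOC_014977) had 100.3 FPKM in the male and 8.52 FPKM in the female, while a cadherin (XLOC_008484) had 0.418 FPKM in the male and 161 FPKM in the female. Of 79 muscle loci, the authors' deposited table calls 23 higher in the male and 1 in the female, with a median of 1.34 (0.72 to 1.58), and 1.02 relative to all loci. Myosin heavy chain, the motor of contraction, had 1539 FPKM in the male and 108 FPKM in the female (XLOC_020098) and 5354 and 553 FPKM (XLOC_019567), at loci that may be fragments of the same genes. The tegument list was formed by words such as tetraspanin, annexin, calpain and glucose transporter, and was not limited to proteins shown at the surface of the worm. For its 70 loci, the authors' deposited table calls 21 higher in the male and 2 in the female, with a median of 1.42 (0.79 to 1.80), and 1.09 relative to all loci. Tetraspanin-1 (XLOC_014136), a member of this list, had 0.501 FPKM in the male and 2058 FPKM in the female. Of 57 synaptic and neuropeptide loci, the authors' deposited table calls 14 higher in the male and 3 in the female, and the median was 1.28 (0.83 to 1.65), and 0.96 relative to all loci. Neurexin (XLOC_012350), a synaptic adhesion protein, had 19.9 FPKM in the male and 3.06 FPKM in the female, whereas a synaptotagmin (XLOC_001210), a sensor of vesicle release, had 9.73 and 71.9 FPKM. Of 19 ion channel loci, the authors' deposited table calls 7 higher in the male and none in the female, with a median of 1.16 (0.18 to 1.94), and 0.83 relative to all loci. A voltage-gated potassium channel (XLOC_001503) had 40.6 FPKM in the male and 4.64 FPKM in the female. The 10 loci that KEGG places with the neuroactive ligand receptors had 1 call in each direction in the authors' deposited table, and a median of 0.41, which was 0.08 relative to all loci and turned to -0.06 over members with an FPKM of at least 1 in both sexes. Of these, 2 encode the coatomer alpha subunit and 1 the cell polarity protein par3 (XLOC_008569), and the 7 receptors alone had a median of 0.81, a choice made after the data were seen. The matrix, muscle, tegument and synaptic medians lay above those of all random lists, that of the ion channels above 99.7% of them and that of the 10 loci of the receptor pathway above 20.3%. The paper states that these data reflect the biology of the sexes, in which the female in the cavity of the male is more active in reproduction and the male is mainly responsible for the interaction with the host.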

**Table 3:** **GO classification statistics of alternatively processed genes that were differentially expressed in female and male** ***S. japonicum***

Function		Total AS & Diff	P value
Cellular component	Cell part	217	0.501094
	Envelope	1	0.145179
	Extracellular region	15	0.000048
	Macromolecular complex	43	0.670975
	Membrane\-enclosed lumen	0	0.069725
	Organelle	78	0.89208
	Synapse	2	0.906739
Molecular function	Antioxidant activity	0	0.314056
	Auxiliary transport protein activity	0	0.693184
	Binding	262	0.44144
	Catalytic activity	161	0.017811
	Electron carrier activity	2	0.987565
	Enzyme regulator activity	20	0.100961
	Metallochaperone activity	0	0.780276
	Molecular transducer activity	12	0.900991
	Obsolete molecular function	7	0.030106
	Proteasome regulator activity	0	0.780276
	Structural molecule activity	30	0.000203
	Transcription regulator activity	21	0.609164
	Translation regulator activity	0	0.119509
	Transporter activity	38	0.863425
Biological process	Anatomical structure formation	5	0.221865
	Biological adhesion	24	0
	Biological regulation	69	0.706126
	Cell killing	0	0.780276
	Cellular component biogenesis	5	0.110686
	Cellular component organization	7	0.066938
	Cellular process	208	0.019832
	Death	0	0.235977
	Developmental process	4	0.952945
	Establishment of localization	52	0.723642
	Growth	0	0.780276
	Immune system process	1	0.563582
	Localization	53	0.716675
	Locomotion	1	0.370986
	Metabolic process	175	0.004955
	Multi\-organism process	0	0.576811
	Multicellular organismal process	4	0.624764
	Obsolete biological process	2	0.002313
	Pigmentation	69	0.967452
	Reproduction	0	0.576811
	Response to stimulus	10	0.673491

*AS* alternative splicing. *Diff* differentially expressed.

Total AS & Diff, genes with both alternative splicing and differential expression in female and male *S. japonicum.*

### Identification of novel transcripts from intergenic regions and previously determined pseudogenes

One of the advantages of transcriptomic analysis is that it allows identification of novel transcripts that may not be predicted based on genomic sequences. The novel sequences can thus provide a powerful tool for re-annotation of the genome of *S. japonicum*, which has been poorly assembled (7). Of the novel polyadenylated sequences, two classes of transcripts have been identified: one that does not map either to regions of the genome corresponding to annotated genes or to the untranslated regions, and another that maps to previously annotated pseudogenes [7]. We identified 9,286 novel transcripts that completely matched the previously annotated intergenic regions of the genome. 

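The loci outside the annotation were short, mostly without a strand, and expressed below the known loci. Their median length was 761 bp and their mean 1964 bp from start to end, with 579 loci under 200 bp and 337 over 10000 bp. No strand is given for 7334 of them, or 79.0%, and they were spread over 3729 scaffolds. Their median was 9.16 FPKM in the female and 12.3 FPKM in the male, against 31.1 and 37.9 FPKM for the known loci of the table. The highest female FPKM belonged to XLOC_019079 (scaffold CCON0000116905.1 from 1464 to 1538), with 12456300 FPKM in the female and 1502360 FPKM in the male. It was followed by XLOC_019013, XLOC_018815, XLOC_015620 and XLOC_000188, which are 74 to 99 bp long, and the latter pair was listed at 0 in the male. The paper's lists of noncoding transcripts place XLOC_018815 in the family of small subunit ribosomal RNA. In the male, XLOC_001273 (scaffold CCON0000096815.1 from 722885 to 724220) was highest, with 9539940 FPKM against 2058910 FPKM in the female, followed by XLOC_015305 (scaffold CCON0000100611.1 from 8137 to 13231) with 6680480 against 1270320 FPKM. The next, XLOC_013675 and XLOC_020044, are 76 and 77 bp long. The female values of the 4 loci of 77 bp were whole multiples, within 0.1, of 170653 FPKM.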

The length of these transcripts was from 74 to 166,115 bp, with an average length of 1,965 bp (Additional file 8). It has been reported that the *S. mansoni* genome contains many small open reading frames (8). Our results indicated that the small transcripts derived from both intergenic and "pseudogenes" in *S. japonicum* may encode important functions, as reported for the human genome [38]. 

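The part of Additional file 8 used here holds the first 1997 of its 9286 loci, and no set test was run on it. Among these, 616 loci, 30.8% (28.8 to 32.9), had a BLASTX match to a KEGG protein. Among the loci not marked as pseudogenes, the most expressed with a named match were a smu-1 homolog (XLOC_001194), a splicing regulator, at 77003 FPKM in the female and 54009 FPKM in the male, and an acidic fibroblast growth factor intracellular binding protein (XLOC_002713), at 6081 and 9747 FPKM. Both loci are under 200 bp long, and they were picked out after their values were seen. Tumor protein D52 (XLOC_004577, scaffold CCON0000096982.1 from 229402 to 230980), a regulator of vesicle traffic, had 3163 FPKM in the female and 7437 FPKM in the male. Loci with a match were longer, with a median of 1883 bp against 699 bp for those without. They were also more expressed, with medians of 13.1 FPKM in the female and 19.5 FPKM in the male against 7.97 and 10.8 FPKM.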

Further, 31% (2,851 sequences) of these transcripts had at least one complete open reading frame that could be translated into proteins; the other 69% were not annotated (Additional file 8). Thus, of the 9,286 novel transcripts, at least 2,851 genomic sequences corresponding to the transcripts can be re-annotated as protein-coding genes. A total of 239 transcripts were mapped to the non-coding RNA database of the Rfam [39–43], which is also frequently used as a source of high-quality alignments for training and benchmarking RNA sequence analysis software tools. These transcripts were found as either microRNAs or ribosomal or other non-coding RNAs (Figure 5, Additional files 9 and 10). They were likely the contaminated sequences which were not completely depleted during mRNA purification process.

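Small subunit ribosomal RNA was the family with the most loci in the paper's lists of noncoding transcripts, followed by sequences matching the L-myc internal ribosome entry site, hammerhead ribozymes and the microRNA family mir-598. Together the lists name 131 female and 204 male transcripts of 20 Rfam families, at 273 loci of the deposited table, all outside the annotation. At 50 of these loci a transcript was listed in both sexes. Small subunit ribosomal RNA was listed at 71 loci, with a median of 40.7 FPKM in the female and 4.44 FPKM in the male and a median log2 ratio per locus of -0.14, and the authors' deposited table calls 10 of them higher in the female and 5 in the male. Among those called higher in the female in the authors' deposited table was XLOC_018959, of 119 bp, at 215947 FPKM in the female and 1065 FPKM in the male. The spliceosomal RNA U1 was listed at 3 loci, and the authors' deposited table calls all 3 higher in the female. Another spliceosomal RNA, U2, was listed at 5 loci with a median log2 ratio per locus of 1.31, none of them called there. L-myc entry site sequences were listed at 56 loci at medians of 8.33 and 15.8 FPKM, with a median log2 ratio per locus of 0.60. Hammerhead ribozymes were listed at 55 loci at medians of 5.45 and 5.33 FPKM, with a median log2 ratio per locus of 0.47. The 35 loci of mir-598 had medians of 11.0 FPKM in the female and 22.9 FPKM in the male, and the median log2 ratio per locus was 0.97. Their median length was 867 bp. The values of all these families are those of whole assembled loci that hold a match, and not of the named RNA alone. The RNA of the signal recognition particle, which directs proteins to the membrane, was listed at 10 loci, among them XLOC_005971 at 15019 FPKM in the female and 65197 FPKM in the male and XLOC_009116 at 29773 and 135 FPKM. Copies of these families may share reads, so the values of single loci are uncertain, and the 3 loci named here were picked out after their values were seen.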

**Figure 5:**
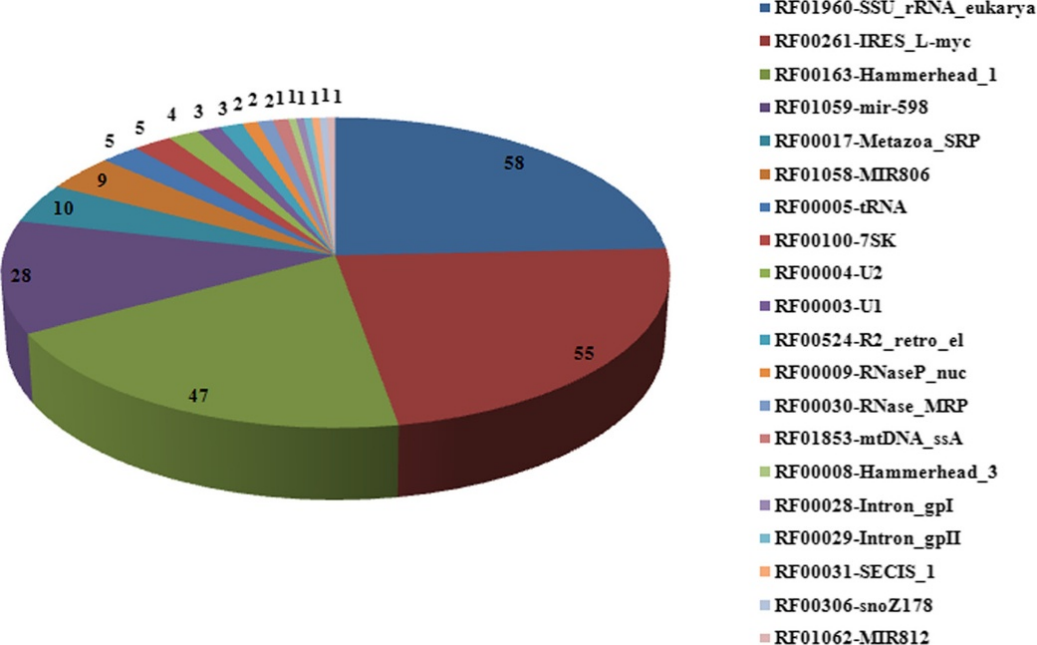
**Numbers of non-coding RNA transcripts identified in the transcriptomes of female and male** ***S. japonicum*** **.**

Furthermore, among the 9,286 novel transcripts, we detected 1,392 that were derived from pseudogenes; of these, 690 were derived from annotated pseudogenes, and the rest were from unannotated pseudogenes (Additional files 9 and 10). 

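In the same first part of Additional file 8, 324 loci are marked as pseudogenes, 16.2% (14.6 to 17.9) of the part. The most expressed with a named match, picked out after their values were seen, were a serine/threonine protein kinase (XLOC_003719, 105 bp), at 80585 FPKM in the female and 68624 FPKM in the male, and a helicase (XLOC_002710, 174 bp), at 6247 and 9198 FPKM. A guanine nucleotide exchange factor (XLOC_001054, scaffold CCON0000096808.1 from 120646 to 123157), which activates small GTPases, had 6222 FPKM in the female and 8478 FPKM in the male. A BLASTX match was given for 137 of the pseudogenes, 42.3% (36.8 to 47.9). Their median was 7.16 FPKM in the female and 8.67 FPKM in the male, against 10.0 and 13.3 FPKM at the other loci of the part. The authors' deposited table calls 16 of the pseudogenes higher in the male and 5 in the female. A pseudogene can share reads with the gene it derives from.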

Pseudogenes can be transcribed from either direction, which contributed to the templates for generation of small endogenous interfering RNAs in *S. japonicum*, which is more common in transposable elements [21–23]. The identification of these pseudogene-derived transcripts suggested that all sequences are polyadenylated and that there is no discrimination between coding and non-coding transcripts in the RNA polyadenylation process in *Schistosoma* parasites. On the other hand, complete reading frames were indeed identified in a number of pseudogene-derived transcripts that encoded proteins with known functions (Figure 6). Thus, these "pseudogene" genes can be re-annotated as protein-coding genes.

**Figure 6:**
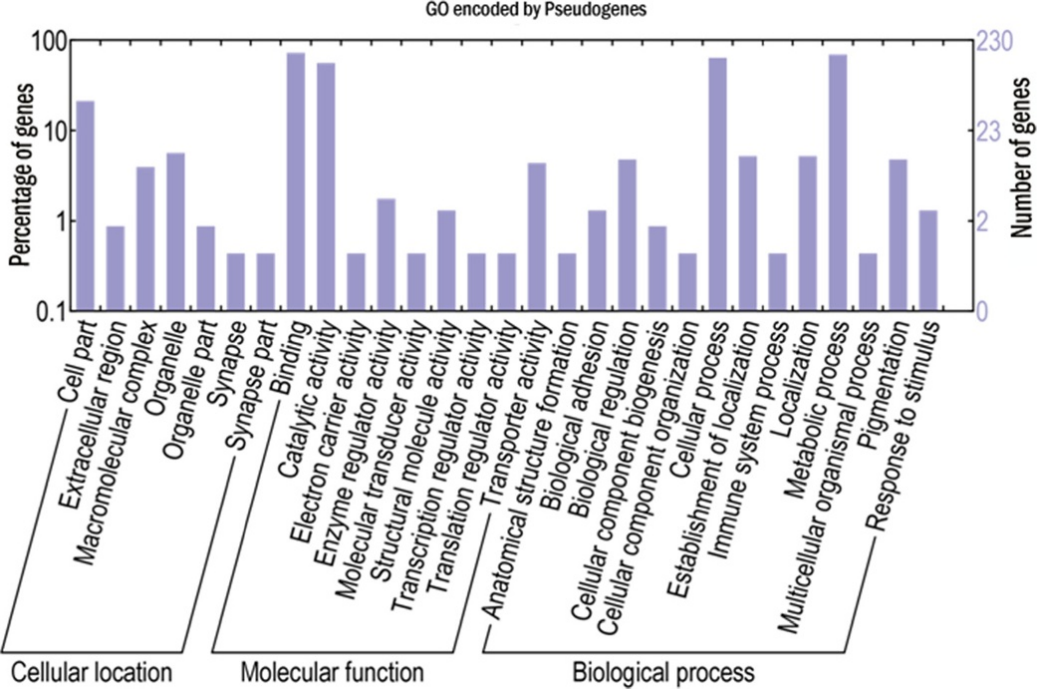
**GO categories of transcripts with a complete open reading frame and derived from pseudogenes.** The percentages of the transcripts encoding the same proteins with similar function are indicated on the left while the numbers of the transcripts identified are indicated on the right.

## Conclusions

In summary, by using RNA-seq technology, we obtained the global transcriptomes of male and female *S. japonicum*. 

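Transcripts were listed at the loci of 11405 reference genes, or 84.7% (84.1 to 85.3) of the number of protein-coding sequences that the paper gives for the genome. Every reference gene named at a locus with a transcript was counted, also where a locus merges several genes. Assembly was guided by the reference annotation. In the female 10600 genes, 78.7% (78.0 to 79.4), had a transcript, and in the male 11105 genes, 82.4% (81.8 to 83.1). Of these genes, 10300 had a transcript in both sexes, 300 in the female alone and 805 in the male alone. When expression was taken as an FPKM of at least 1 in either sex, the share was 81.5% (80.9 to 82.2).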

Approximately 80% of the total reference genes ( http://lifecenter.sgst.cn/schistosoma/en/schdownload.do) were expressed in the adult stage of the parasite, representing the majority of the transcriptomes. These results further provide a comprehensive view of the global transcriptome of *S. japonicum.* The findings of a substantial level of alternative splicing events dynamically occurring in the parasitization in the mammalian hosts of the *S. japonicum* suggest complicated transcriptional and post-transcriptional regulatory mechanisms employed by the parasite. The data should not only significantly improve the re-annotation of the genome sequences but also should provide new information about the biology of the parasite.

## Electronic supplementary material

Additional file 1: **Differentially expressed genes between females and males.**

Additional file 2: Figure S1: Junction sites.

Additional file 3: Table S1: Primers and sequences for verification of the alternative splicing events.

Additional file 4: **Total transcripts identified in female and male parsites.**

Additional file 5: **Genes with alternative splicing in female and male parsites.**

Additional file 6: Figure S2: Go category of the genes that were alternatively spliced and also differentially transcribed.

Additional file 7: **Genes related to the function of genetic information processing and environmental information.**

Additional file 8: **Novel transcripts identified.**

Additional file 9: **Noncoding transcripts identified in the female** ***S. japonicum*** **.**

Additional file 10: **Noncoding transcripts identified in the male** ***S. japonicum.***

# Supplementary material for: Genome-wide transcriptome analysis shows extensive alternative RNA splicing in the zoonotic parasite Schistosoma japonicum
**Source:** BMC Genomics. 2014 Aug 26;15(1):715. doi: 10.1186/1471-2164-15-715
**Supplement:** Supplementary file 3 — Additional file 3: Table S1: Primers and sequences for verification of the alternative splicing events.

**Additional file 3: Table S1. PCR primer sequences.**

| name | primer | sequence |
| --- | --- | --- |
| gE1, cE1 | Forward primer | CACAACTTCCGCATTAGA |
| Reverse primer | TGGGTGGTTAGGTATTTGTAGT |
| gE2, cE2 | Forward primer | ATAACCGCATCCTCCCTA |
| Reverse primer | CACCTCGGTAGAAGCCAC |
| gE3, cE3 | Forward primer | AAATCAATCAAGTGGTCGTG |
| Reverse primer | GACAGTGCCAACAGAAGG |
| gE4, cE4 | Forward primer | GCGAATCGTTGGGGTCGTAA |
| Reverse primer | GCTTTGGTGTCAGGCATA |
| gE5, cE5 | Forward primer | TACAAAACAATCGTATAAGTCG |
| Reverse primer | TATGGAACTCTTTAAGGTTTGAC |
| gI1, cI1 | Forward primer | CTTGGTCTTAATAATTATGC |
| Reverse primer | GGGTGTCGTCGTCAAGC |
| gI2, cI2 | Forward primer | AAACCTTACAGTGCGAAAA |
| Reverse primer | AGAACTGCGAAGACCCA |
| gI3, cI3 | Forward primer | TCCCACCTCTTATTAAACACCCCTG |
| Reverse primer | CTGTCCGCACCAGTTGGCGT |

How the deposited data were processed for this re-analysis (not part of the article)

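Poly-A RNA of adult female and adult male worms was sequenced in 1 library per sex, and the processed table that the authors deposited for both libraries was used, together with the paper's supplementary tables. The table holds 20188 loci, of which 10902 are marked as known and 9286 as lying outside the reference annotation. For both libraries, the submitters' processing notes name TopHat2 2.0.4, Cufflinks 2.0.2 and Cuffdiff, and the version of Cuffdiff is not given in the sources used here. According to the paper's methods, the authors removed reads of low quality, mapped the rest to the genome assembly of the reference annotation, assembled transcripts in each library guided by that annotation with corrections for fragment bias and for reads with several positions, and merged the libraries into 1 set of loci.

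The FPKM values of each sex were computed by the authors with Cuffdiff and are used as deposited, without further normalization. The log2 fold changes, p-values and Q values of the deposited table are the authors' own comparison of the sexes by Cuffdiff, and their calls at Q of at most 0.05 are reported as theirs. The deposited table also gives the number of transcripts assembled per locus and sex, and the labels that the authors' programs gave each transcript against the reference transcript. Coordinates are given as in the table, on the scaffolds of the assembly that the authors used. Gene names are the best BLASTX matches to KEGG in the table, which are often names of another species' gene. A table of 9769 genes of another assembly was compared by identifier and matched 0 of the loci, so it was not used. No sequence of the genome was used here.

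Predicted loci, known loci and transcripts were counted from the transcripts listed per sex. Splicing events were counted as every label of the 5 classes over all transcripts of a sex, and a locus was called spliced when it carried at least 1 of them. Shares have exact binomial (Clopper-Pearson) 95% intervals, and intervals of list medians come from the order statistics of the members. Sex ratios were computed as log2((male FPKM + 1)/(female FPKM + 1)). No test between the sexes was run here, because each sex has 1 library. Loci were grouped by 23 lists, defined by words of the BLASTX annotation or of the KEGG pathway text before the data were examined. The lists cover eggshell, ribosomal, replication, cell cycle, histone, meiosis, muscle, ion channel, neuroactive receptor, synaptic, tegument, gut protease, matrix, cilia, spliceosome, proteasome, oxidative phosphorylation, glycolysis, mobile element, host blood cell and venom allergen-like genes and the KEGG categories of genetic and environmental information processing. Words and pathways also caught loci with other products, such as disintegrin metalloproteases and catenins in the matrix list, transporters in the ion channel list, ferritins in the eggshell list and coatomer subunits in the receptor list, and these were kept. The tegument list rests largely on names of protein families, and the words of the eggshell list include female-specific. Only loci with status OK entered a list. The median of each list was placed among the medians of 10000 random lists of the same size, drawn within 20 bins of mean expression from 9440 loci with status OK and an annotation, whose median log2 ratio was 0.25.

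Loci were named by a rule fixed at the same time, although part of the values had been seen in the paper's supplementary tables. Named were, among loci called by the authors with an annotation other than hypothetical protein alone and an FPKM of at least 10 in a sex and above 0 in the other, the 10 with the largest log2 ratio in each direction. In each list, up to 4 loci with the largest ratio were named, as were the 8 loci of Figures 3 and 4 and the 5 loci outside the annotation with the highest FPKM in each sex. Loci outside this rule are marked as picked out after their values were seen.

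The depth is not given as read counts. At 2473 loci with a single transcript, no strand and a length of 600 to 3000 bp, the FPKM values were multiplied by length and searched for a common step, which was taken as the value of 1 fragment. The step was sought after the values were seen. The random lists and the search for the step were tested on simulated data: with 60 loci per list, 100 of 100 lists with a planted log2 shift of 1 fell outside the middle 95% of random lists, as did 7 of 100 lists with no shift, and the planted step was recovered in 4 of 4 simulations.

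Alternatives were another definition of a predicted locus by FPKM, a minimum FPKM of 1, splicing events counted as loci, 4 splicing classes, Q of at most 0.01, a pseudocount of 0.1, ratios centred on the median of all loci, loci in 1 KEGG category only, categories without ribosomal proteins, and a stricter E value for BLASTX matches. Others were chosen after seeing the data: a wider GO term, the gut list without synapsin loci and the receptor list without coatomer and par3 loci. The list of loci outside the annotation in the supplement was used for its first 1997 loci only, and no set test was run on it. The division of reads into exons, introns and intergenic regions, the RT-PCR products the direct comparison of female with male transcripts in Table 2 and the GO tree were not analysed here. The computations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.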

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

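The tests of silent loci, of splicing by expression and of short loci were chosen only after the results were seen, and the test that thinned the male fragments was set before, while its reading by the same 10 fragments in both sexes was chosen after. Each value given here is a signal at loci, or in a column of values, that the paper does not report on, and there is no control library to set it against.

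Of the 5265 loci with a transcript in the male alone, 4247 had a female FPKM above 0, and of the 1684 loci with a transcript in the female alone, 1248 had a male FPKM above 0. Silence in the female is argued against as the main reason for the missing transcripts, since 19.3% of the loci with a male transcript alone were listed at 0 in the female. Fewer fragments behind a given FPKM in the female library remain open as the reason for its lower number of loci: after male fragments were thinned by the ratio of the steps at 3745 loci, those that kept at least 10 fragments were 1.32 times (1.30 to 1.33 over 100 draws) the loci with a female transcript, past the bound set before against this explanation. That bound set fragments against assembled transcripts, and 2046 female loci had 10 fragments where 1833 had a transcript, so it decides nothing; counted by 10 fragments in both sexes the ratio was 1.18, between the bounds, over loci found in either library, which favours the sex with more loci. For alternative splicing, the male share exceeded the female share by 19.7 percentage points in the lowest of 5 groups by expression and by 2.11 points in the highest, which is consistent with fewer fragments behind a given FPKM in the female library, while a difference between the sexes remains open and was not tested.

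Loci under 200 bp, 632 of the 20188, held 82.5% of the sum of FPKM in the female and 54.5% in the male. At 77 bp the step between female values was 477710.3 times the step at 1000 bp, so division by a small effective length is a candidate explanation. An abundant short RNA remains open: the 12456300 FPKM of the top female locus, XLOC_019079, equal 73.0 steps of the 77 bp loci and 0.00211% of the fragments that the female scale stands for, but this takes the step of another length, since only 2 loci of its 74 bp were above 0 in the female, and assumes that division. Another of the highest female loci, XLOC_018815, of 78 bp, matched small subunit ribosomal RNA, at 7112070 FPKM in the female and 132340 FPKM in the male. No difference between the sexes was tested for this pattern.

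The male FPKM of XLOC_001273, a locus of 1335 bp outside the annotation, was 9539940, the highest of the male library, and no explanation was tested for it.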

How the results depend on the processing

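Only the widened GO term for extracellular region, the gut list without synapsin loci and the receptor list without coatomer and par3 loci were chosen after the data were seen. Over all alternatives, 161 comparisons of counts, shares and medians gave 120 values within the interval of the reported value or within 1.5 times the reported count and 41 that moved beyond it. The medians changed sign in 5 comparisons: centring turned meiosis and germ line from 0.05 to -0.28, glycolysis from 0.30 to -0.02 and venom allergen-like genes from 0.27 to -0.06, and an FPKM of at least 1 in both sexes turned meiosis and germ line to -0.23 and neuroactive receptors from 0.41 to -0.06. The median used for centring also covers loci outside the annotation. Glycolysis and venom allergen-like genes lay above 0.25, the median of the annotated loci that random lists were drawn from. The log2 ratios of the named genes gave 236 comparisons, of which 211 changed at the second decimal, and XLOC_002882, which is not called, turned from 0.18 to -0.14 when centred. Where no reason is given, the cause was not tested. The loci outside the annotation in the female were 8728 with any FPKM above 0 and 8145 with an FPKM of at least 1, since loci without a transcript then count. Their share of all loci counted was 45.6% and 45.3% in the female and 45.5% and 46.2% in the male. Nearly all loci of the merged table had an FPKM above 0 in each sex, so the shares with any FPKM above 0 could differ little. Counted as distinct loci, which removes repeated labels, ES came to 1397 loci in the female and 1746 in the male and new exons to 1643 in the male. The female shares then were 24.7% AAS, 23.6% ADS, 22.7% IR, 14.7% ES and 14.3% new exons, and the male shares were 25.2%, 23.7%, 21.1%, 15.5% and 14.5%. The share of spliced loci found in both sexes was 72.0% with an FPKM of at least 1 in both and 67.5% without new exons. At Q of at most 0.01, which keeps fewer calls by construction, the authors' deposited table calls 614 loci higher in the male and 405 in the female, 399 and 170 of them spliced, and 13 spliced loci each of structural molecule activity and of biological adhesion. With any GO term that has extracellular in its name, 20 spliced loci are called in the authors' deposited table. Centring lowers every median by the same 0.33, which moved ribosomal proteins to -1.52, DNA replication to -1.26, matrix and adhesion to 1.39, spliceosome to -0.54, proteasome to -0.55, oxidative phosphorylation to -0.39, mobile elements to 0.69, genetic information processing to -0.53 and environmental information processing to 0.14. With a pseudocount of 0.1 the medians were 1.97 for matrix and adhesion and 1.79 for cilia, and environmental information processing was at 0.74 over loci in that category only. Reference genes with an FPKM of at least 1 were 81.5%. The stricter E value removed none of the BLASTX matches and so tests nothing. No paired analysis was possible because each sex has 1 library. Whether fewer fragments behind a given FPKM limit the number of female loci remains open.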

Differences from the paper's values

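The widened GO term was the only alternative of this part chosen after the values were seen. Apart from names, only values over 1.5 times apart are taken up as differences. Smaller gaps include predicted loci, 14923 here against 15939 in the female and 18504 against 19501 in the male. Loci with at least 2 transcripts were 4532 against 3905 in the female and 5304 against 4677 in the male. Transcripts with an Rfam match were 335 against 239. For alternatively spliced and differentially expressed loci in the category extracellular region, the paper's value is 15 and the value here is 6, from the GO text and the calls of the authors' deposited table at Q of at most 0.05. Of the alternatives set before the data were examined, Q of at most 0.01 gave 5 in the authors' deposited table, and since it can only remove loci it could not have closed the gap. Counting any GO term with extracellular in its name, an alternative chosen after seeing the values, gave 20 in the authors' deposited table, within 1.5 times of the paper's value. Whether this drops any of the paper's loci is not known here, since the paper's text does not name them.

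The paper reports 8112913 paired reads for the female library, while the female FPKM scale stands for 3460208 fragments. For the male the paper reports 8260474 paired reads, within 1.5 times of the 6191950 fragments of the male scale. These are not the same quantity, since the paper counts reads obtained and the scales count fragments behind the values, with any scaling by Cuffdiff. No alternative set before the data were examined bears on it.

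Annotations of several loci checked by RT-PCR differ from the names in the paper. The paper names the locus of Fig. 3C a zinc finger CCCH domain-containing protein, and the deposited table annotates XLOC_001270 as polybromo-1. It names the locus of Fig. 3D a cell division cycle and apoptosis regulator, and XLOC_001802 is annotated as P30 DBC protein. The title of Fig. 3D gives XLOC_001082, which the table annotates as a hypothetical protein, while the gel of the same figure gives XLOC_001802. It names the locus of Fig. 3E a phosphatase regulatory subunit, and XLOC_002684 is annotated as a hypothetical protein with leucine-rich repeats. It names the locus of Fig. 4C a photolyase, and XLOC_001894 is annotated as cement precursor protein 3B variant 3. It names the locus of Fig. 4B a PDZ domain-containing protein, and XLOC_004037 is annotated as a hypothetical protein, with the PDZ domain among its InterPro entries. For beta-amyloid binding protein the names match.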

Other observations

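The single test of this part, on the scaling of the libraries, was set before its result was seen, and the gut list without synapsin loci was chosen after. Genes of cilia and flagella leaned to the male: of 57 loci, the authors' deposited table calls 13 higher in the male and 2 in the female, and the median log2 ratio was 1.43 (0.98 to 1.62) and stayed above 0 relative to the median of all loci. A dynein heavy chain (XLOC_001951), the motor of the ciliary beat, had 20.5 FPKM in the male and 3.01 FPKM in the female, and an axonemal dynein intermediate chain (XLOC_016095) had 88.7 and 16.4 FPKM, whereas a tektin (XLOC_007829), a filament of the axoneme, had 14.6 FPKM in the male and 108 FPKM in the female. Mobile element loci had 4 male calls and 0 female calls among 36 in the authors' deposited table, with a median of 1.01 (0.89 to 1.20), and 0.69 relative to all loci. Gag-Pol polyproteins of retrotransposons had 26.1 FPKM in the male and 6.81 FPKM in the female (XLOC_010937) and 57.8 and 16.3 FPKM (XLOC_011635), at copies that share sequence and whose single values are uncertain. Venom allergen-like and micro-exon genes went both ways, with 3 male calls and 2 female calls among 12 in the authors' deposited table and a median of 0.27 that turned to -0.06 relative to all loci. In this family VAL7 (XLOC_005755) had 313 FPKM in the male and 25.8 FPKM in the female, and VAL16 (XLOC_000021) had 20.3 and 274 FPKM. Against 10000 random lists, the median of the cilia genes lay above all, that of the mobile elements above 91.5% and that of the venom allergen-like genes above 66.3%.

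Genes of the gut proteases leaned to the female, with a median of -0.73 (-1.16 to -0.36) over 35 loci, and -1.05 relative to all loci, below all random lists. The authors' deposited table calls 5 of them higher in the male and 3 in the female, and 2 of the 5 were synapsin loci that the words of the list had caught. Without these the authors' deposited table calls 3 in each direction, and the median was -0.78. A cathepsin S-like protease (XLOC_003956) had 151 FPKM in the female and 9.17 FPKM in the male, and a cathepsin B-like peptidase (XLOC_004344) had 13.7 and 64.8 FPKM. Spliceosome genes had a median of -0.21 (-0.29 to -0.07) over 108 loci, and -0.54 relative to all loci, above 0.01% of random lists, with 1 male call and 2 female calls in the authors' deposited table. In this list the splicing factor U2AF large subunit (XLOC_018094) had 108 FPKM in the female and 0.573 FPKM in the male, and the survival motor neuron protein (XLOC_017484) had 242 and 10.7 FPKM. The 28 proteasome loci had no call in the authors' deposited table, and their median was -0.23 (-0.43 to 0.02), and -0.55 relative to all loci, above 6.83% of random lists. The 75 loci of oxidative phosphorylation had a median of -0.07 (-0.33 to 0.05), and -0.39 relative to all loci, above 16.5% of random lists, with 1 female call and 0 male calls in the authors' deposited table. Glycolysis had 1 male call and 2 female calls among 29 loci in the authors' deposited table and a median of 0.30 (-0.02 to 0.51), above 94.1% of random lists, that turned to -0.02 relative to all loci. The middle of the matched random lists lay at 0.00016 for glycolysis, 0.005 for the proteasome and 0.03 for oxidative phosphorylation. For ribosomal proteins it lay at -0.17. Relative to all loci, these lists therefore look more female than against loci of like expression. For mobile elements, cilia, matrix and synaptic genes the middle lay at 0.71, 0.68, 0.55 and 0.37. These lists look more male relative to all loci than against loci of like expression. For muscle, ion channel and tegument genes the middle lay at 0.26, 0.25 and 0.19, and they do not. Phosphoenolpyruvate carboxykinase (XLOC_002294), an enzyme of glucose synthesis, had 367 FPKM in the female and 79.6 FPKM in the male, while fructose-bisphosphate aldolase (XLOC_004664) had 1356 and 3565 FPKM. The list of host blood cell genes had 0 members in the table.

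More loci were higher in the male than in the female, and whether 1 scaling factor between the libraries is the whole reason remains open. Without the added 1, the median log2 ratio was 0.76 in the lowest of 5 equal groups of loci by mean FPKM, then 0.53, 0.28, 0.11 and 0.07. That is a span of 0.69, past the bound set before against a single factor. A single factor gives equal medians only where loci enter the table without regard to sex. Here they entered by assembly in either library, and 5265 had a transcript in the male alone against 1684 in the female alone. That can raise the ratio at low expression, so the span does not decide. Loci outside the annotation made up 70.1% of the lowest group and 35.0% of the highest. Other technical differences at low expression and a difference between the sexes remain open and were not tested.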
